A study of Homo sapiens with 8 samples. Its data were reported in "Microprotein-encoding RNA regulation in cells treated with pro-inflammatory and pro-fibrotic stimuli" (2024).

How the data were processed

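Ribosome profiling (Ribo-Seq) sequences the RNA fragments that ribosomes protect from nuclease digestion, so that reads mark the stretches of transcripts occupied by ribosomes. The measurements were read counts over small open reading frames (smORFs) in 8 libraries, 2 pools from each of 4 cell types. HCEC-1CT is a non-malignant colon epithelial line, Caco-2 is a colon adenocarcinoma line, CCD-18Co is a colon fibroblast line derived from normal tissue, and PBMC are peripheral blood mononuclear cells. Each pool mixed unstimulated cells with cells given inflammatory or fibrosis-related stimulants before harvest, so no comparison between stimulated and unstimulated cells was possible in these libraries. The study lists the same stimulants for HCEC-1CT and Caco-2, but a different set for CCD-18Co and another for PBMC. Differences that involve CCD-18Co or PBMC therefore do not separate the cell type from its stimulants. RNA-seq of the individual treatments was not analysed here.

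The authors aligned the reads to the human genome build hg38 with STAR and assembled transcripts from RNA-seq with StringTie. They called smORFs with RibORF, a program that scores open reading frames from the position and 3-base periodicity of ribosome footprints, and kept short frames outside known coding regions. The deposited counts are the authors' raw read counts per smORF and library, made with HOMER over the coordinates of every smORF called in any data set, with no normalization and no pooling of libraries. The deposited annotation gives, as scores, the RibORF score listed by the authors for each smORF, with the highest value over the runs beside it, and other conservation scores that were not used here. The other deposited values were lengths, exon numbers, distances to genes and the start and end of every smORF. Totals of all sequenced reads were not used here, so library sizes were sums over smORFs.

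The count table held 24199 smORFs, and its 8 count columns were matched to the 8 libraries by cell type and pool number. Whether the pools of a cell type were independent preparations is not stated in the labels, and they were treated as replicates. The annotation had 24201 rows, of which 2 were not in the count table. The sequence of 24143 smORFs (99.8%) equalled the hg38 sequence at the deposited coordinates. Annotation classes (5'UTR, non-coding RNA, 3'UTR, intragenic, intergenic, other) were taken from the deposited annotation, and the smORFs named in the text were also placed on GENCODE release 44. Of the 24199 smORFs, 17021 (70.3%) overlapped another listed smORF on the same strand, in 11522 groups of overlapping or single smORFs. Overlapping smORFs share reads, so counts of smORFs are not counts of separate loci, and a value of an overlapping smORF is uncertain to that extent. On each smORF, windows of 28 bases were searched in hg38 and the share found once was taken as its uniqueness.

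Library totals ran from 350474 counts (CCD-18Co pool 1) to 1690232 counts (Caco-2 pool 1). A count of 0 in a library allows up to 3 counts, which corresponded to between 1.66 and 10.0 CPM (counts scaled to a common library size) after scaling by the trimmed mean of M values (TMM). Where all libraries of a group had 3 counts or fewer, fold changes were computed against this floor and are given as lower bounds. The bounds use the observed mean of the higher group without its counting error. Where counts of 1 to 3 were recorded, 3 counts is not an upper limit, so those bounds are approximate. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

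Differences between cell types were tested with edgeR 4.0.16 (with limma 3.58.1, R 4.3.3) on the raw counts by its quasi-likelihood F test, with TMM normalization. The 19803 smORFs (81.8%) with at least 10 counts in at least 2 libraries were tested in 1 fit of all 8 libraries with 1 coefficient per cell type, since 2 pools per cell type leave little information on the spread within a type. P-values were adjusted by Benjamini-Hochberg over all smORFs tested. A smORF was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1, and was called enriched in a cell type when it was called higher there in all 3 of its pairwise tests. Standard errors (SE) of log2 fold changes were derived from the F statistic. A smORF was detected in a cell type when the summed count of its 2 pools was at least 10. Shares of counts by annotation class were compared among the 4 cell types by an exact permutation test of the F statistic over all 105 divisions of the 8 libraries into 4 pairs, which cannot give a p below 0.00952, adjusted over the 6 classes. Enriched shares of smORFs on non-coding RNAs and in 5'UTRs were compared by Fisher's exact test, two-sided, and within quartiles of mean count. The pools of a cell type were compared by Pearson and Spearman correlation of log2(CPM + 1) across smORFs, by the chi-square statistic of their counts against sampling noise, and by edgeR's common biological coefficient of variation. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

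The edgeR procedure was tested on simulated data drawn from the means and sizes of these libraries. With 200 of 17724 smORFs changed by a log2 fold change of 2 in PBMC, between 76% and 90.5% were recovered per comparison, with at most 9 false calls. The changed smORFs had a mean count of at least 10 and were raised or lowered in equal numbers. Of the 100 raised, 95% were recovered as enriched. Recovery of the lowered smORFs is not given apart, so these values do not show equal recovery in both directions. Changes at lower counts or in other cell types, CCD-18Co among them, were not simulated. In 5 draws of unchanged groups, no cell type had an enriched smORF (0 of those tested) and a pair of cell types had at most 1 call. Each smORF was drawn independently with its own fitted spread, so shared reads, pools that are not independent and unequal spread among cell types were not simulated.

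The smORFs named individually followed a fixed rule. They were the 20 smORFs that the text of the study names, the 2 smORFs per cell type with the largest smallest fitted log2 fold change among those enriched there, and the smORF with the largest fitted change in each direction between Caco-2 and HCEC-1CT. For the smORFs chosen by size of change, both pools had to lie above all libraries compared, and no other listed smORF could overlap on the same strand. The tests, the groups, this rule and most alternatives were chosen before the data were examined. The smORFs with the highest counts, and IEC_10544, were named after their values were seen.

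The alternatives were other normalizations (size factors by relative log expression, library sizes alone), DESeq2 1.42.0 with its Wald and likelihood ratio tests, no filter, a filter at 30 counts, a test against a log2 fold change of 1 (glmTreat), the adjusted p alone, 1 smORF per overlap group, the pool number as a term in the model, other detection limits, cell types drawn down to the same total, a pseudocount of 0.1, shares without the 20 smORFs with the highest counts, shares of smORFs in place of counts, and each library left out in turn. The alternatives added after seeing the data left out smORFs on structural RNA genes, removed trends with GC content and length, drew every library down to the smallest total, or detected smORFs above a summed count of 10. Columns of repeat content and conservation were not used.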

Results

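Ribosome-protected reads over 24199 smORFs were counted in 8 Ribo-Seq libraries, with 2 pools each of HCEC-1CT, Caco-2, CCD-18Co and PBMC. The smORF counts of pool 1 and pool 2 were 1451621 and 1581355 in HCEC-1CT, 1690232 and 1262867 in Caco-2, 350474 and 555508 in CCD-18Co, and 871676 and 1169457 in PBMC, 8933190 in all. The smallest TMM-scaled abundance distinguishable from 0 was set by 3 counts. It was 1.92 and 1.90 CPM in the HCEC-1CT pools, 1.66 and 2.27 CPM in the Caco-2 pools, 10.0 and 6.50 CPM in the CCD-18Co pools, and 3.29 and 2.49 CPM in the PBMC pools. These floors cover counting error only, and the bounds computed from them leave out the counting error of the higher group. All genomic positions are on hg38.

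The list was dominated by smORFs in 5'UTRs (16911, 69.9%), followed by smORFs on non-coding RNAs (5393, 22.3%) and in 3'UTRs (1598, 6.60%). The remainder were intragenic (142), intergenic (85) or other (70). The median smORF length was 31 amino acids, with quartiles of 17 and 52, and 10501 smORFs (43.4%) began with ATG. A total of 455 smORFs (1.88%) lay on genes of structural RNAs such as small nuclear RNAs (snRNAs), and 115 overlapped an annotated coding sequence on the same strand. No counts were recorded in any library for 176 smORFs (0.727%).

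The pools of a cell type were compared first, since they are the replicates of every later comparison. Whether the pools of a cell type were separate preparations of cells is not known here, so every SD (n = 2), coefficient of variation and p-value below describes the spread between pools, which can be smaller than that between independent cultures or donors. Across smORFs, Pearson's r between the pools on log2(CPM + 1) was 0.957 in HCEC-1CT, 0.948 in Caco-2, 0.860 in CCD-18Co and 0.946 in PBMC, and Spearman's rho was 0.956, 0.948, 0.849 and 0.947 in the same order. These correlations are across smORFs, which are not independent replicates. Libraries of different cell types had a Pearson's r between 0.510 and 0.732. The chi-square statistic per degree of freedom between pools was 5.05 in HCEC-1CT, 3.82 in Caco-2, 4.55 in CCD-18Co and 1.89 in PBMC, above the value of 1 that sampling alone gives, and it was between 34.2 and 51.3 for libraries of different cell types. The common biological coefficient of variation was 17.2% in HCEC-1CT, 15.7% in Caco-2, 27.0% in CCD-18Co and 11% in PBMC. The edgeR p-values below rest on a spread fitted over all 4 cell types together, with a common value of 17.3%. They can therefore be too small where CCD-18Co is compared, and the spread used is wider than that of the PBMC pools. The pseudocount moved the correlation most, with an r of 0.794 in CCD-18Co on log2(CPM + 0.1).

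Detection by counts addressed how many smORFs are shared among the cell types. At a summed count of at least 10, 18122 smORFs (74.9%) were detected in more than 1 cell type and 4592 (19.0%) in exactly 1, while 1485 were detected in none. A total of 8913 smORFs were detected in all 4 cell types, 5440 in 3 and 3769 in 2. Per cell type, 17905 smORFs were detected in HCEC-1CT, 19288 in Caco-2, 10809 in CCD-18Co and 16100 in PBMC. The number in exactly 1 cell type moved most with the detection limit. At a summed count of at least 2, 21876 smORFs were detected in more than 1 cell type and 2013 in exactly 1, whereas at a summed count of at least 30 the numbers were 12254 and 5670. With all cell types drawn down to 905982 counts, the total of CCD-18Co, 13439 smORFs were detected in more than 1 cell type and 5370 in exactly 1. At that depth 12451 smORFs were detected in HCEC-1CT, 13298 in Caco-2 and 12585 in PBMC. Pool 2 of CCD-18Co decided 3 of these values, since without it 5773 smORFs were detected in CCD-18Co, 4812 in all 4 cell types and 8957 in 3. The number in more than 1 cell type moved most with 1 smORF per overlap group, where 7948 of 11522 (69.0%) were detected in more than 1 cell type and 2681 (23.3%) in exactly 1. That move comes in part from the shorter list. As a share, the value in more than 1 cell type was lowest at a summed count of at least 30 (50.6%), and was 55.5% with the cell types drawn down.

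**Figure D1:**
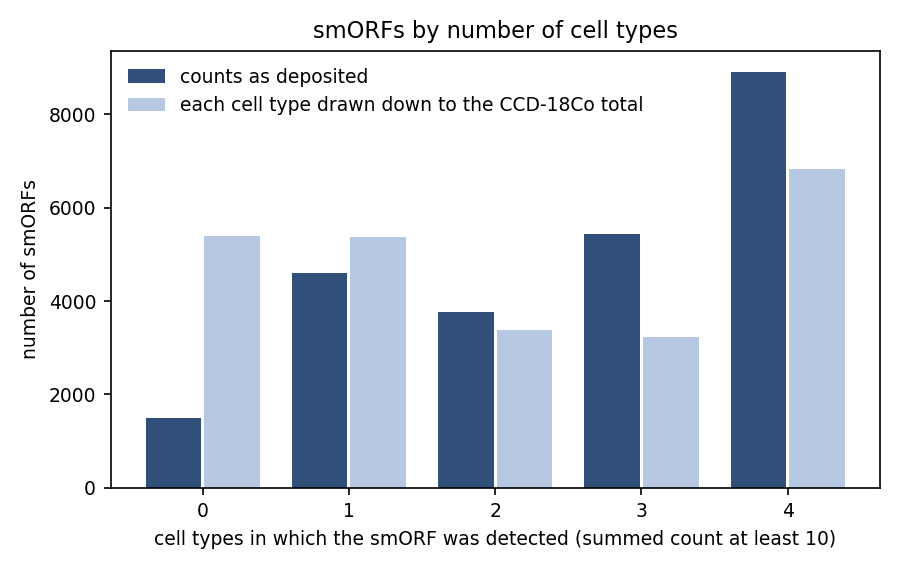
Number of smORFs (vertical axis) by the number of cell types in which their summed count was at least 10 (horizontal axis), for the counts as deposited (dark bars) and with every cell type drawn down to the CCD-18Co total of 905982 counts (light bars). At full depth 8913 smORFs were detected in all 4 cell types and 4592 in exactly 1.

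Each of the 6 pairs of cell types was then tested for smORFs that differed in ribosome coverage, with 2 pools on each side. Only HCEC-1CT and Caco-2 had the same listed stimulants, so in all other pairs cell type and stimulants differed together. In the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 15662 of 19803 smORFs differed among the 4 cell types at an adjusted p below 0.05. Between Caco-2 and HCEC-1CT, the colon cancer line and its non-malignant epithelial counterpart, 7078 smORFs (35.7% of those tested) were called, 3971 higher in Caco-2 and 3107 lower. Drawing every library down to 350474 counts moved this count most, to 2921 of 11085 smORFs tested (26.4%). Between CCD-18Co and HCEC-1CT, fibroblasts and epithelium, 7146 smORFs (36.1%) were called, 3161 of them higher in CCD-18Co and 3985 lower. Between CCD-18Co and Caco-2, 8050 smORFs (40.7%) were called, 3319 higher in CCD-18Co and 4731 lower. PBMC, the only blood cells, differed from HCEC-1CT at 8424 smORFs (42.5%, 4158 higher and 4266 lower), from Caco-2 at 9353 (47.2%, 4235 higher and 5118 lower) and from CCD-18Co at 7347 (37.1%, 4230 higher and 3117 lower). With 1 smORF per overlap group the counts were between 3244 and 4371, of 8961 smORFs tested.

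The balance of directions depended on the processing wherever CCD-18Co was compared. The TMM factors of its pools were 0.862 and 0.839, against factors between 1.01 and 1.09 in the other libraries. Without TMM the median log2 fold change of all smORFs fell by 0.30 in CCD-18Co against HCEC-1CT and by 0.33 against Caco-2, and rose by 0.30 in PBMC against CCD-18Co. Without TMM, CCD-18Co was higher at 2582 smORFs and lower at 5350 against HCEC-1CT, and higher at 2646 and lower at 6144 against Caco-2. PBMC was then higher at 5409 and lower at 2612 against CCD-18Co. In the comparisons without CCD-18Co the median moved by at most 0.04. Other alternatives reversed the balance. CCD-18Co was more often higher than HCEC-1CT in DESeq2 (2750 higher, 2507 lower), with trends of GC content and length removed (3734 and 3343) and with every library drawn down to the smallest total (2287 and 2016). Against Caco-2 it was more often higher with the trends removed (4022 and 3929) and with the libraries drawn down (2379 and 2314). PBMC was more often lower than CCD-18Co with the trends removed (3375 higher, 3832 lower). Removing the trends also recentres each comparison, so these reversals say nothing about GC content or length. With the trends removed the median log2 fold change of all smORFs was -0.02 in CCD-18Co against HCEC-1CT and -0.04 against Caco-2, where it had been -0.21 and -0.30. PBMC against Caco-2 reversed with the libraries drawn down (2306 higher, 2284 lower), and the sides of PBMC against HCEC-1CT were nearly equal and reversed under several alternatives, for example without the filter (4570 and 4546). Only Caco-2 against HCEC-1CT had the same larger side under all alternatives tried. Many calls rested on smORFs at or under the floor in the lower cell type. This held for 1792 calls (25.3%) between Caco-2 and HCEC-1CT, 3018 (42.2%) between CCD-18Co and HCEC-1CT, 2994 (35.5%) between PBMC and HCEC-1CT, 3686 (45.8%) between CCD-18Co and Caco-2, 3546 (37.9%) between PBMC and Caco-2, and 2985 (40.6%) between PBMC and CCD-18Co. For such smORFs only a lower bound of the fold change can be given, and the bound was under 2-fold for 88, 1262, 298, 1654, 245 and 919 calls in the same order.

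**Figure D2:**
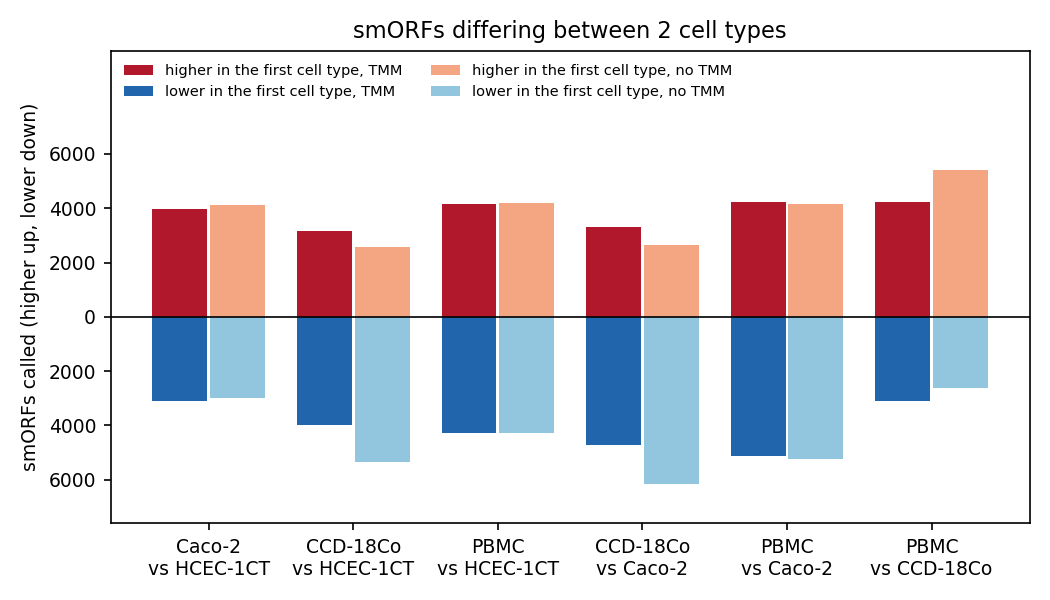
Number of smORFs called higher (above 0) or lower (below 0) in the cell type named first for each of the 6 pairs, with TMM (dark bars) and with library sizes alone (light bars). In the pairs with CCD-18Co the balance between directions moves with the processing, from 3161 higher and 3985 lower to 2582 and 5350 without TMM against HCEC-1CT, and it reverses to 2750 and 2507 in DESeq2, which is not plotted.

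The largest fitted changes between Caco-2 and HCEC-1CT, among called smORFs with no same-strand overlap and separated pools, were at 1 smORF in each direction. IEC_23931, 75 amino acids at 2:78541683-78541907 on the minus strand, was annotated to the pseudogene CYCSP6, and 93.4% of its windows occurred once in the genome. Its abundance was 203.8 ± 31.3 CPM (SD, n = 2) in Caco-2, at least 106-fold higher than in HCEC-1CT, where no count was recorded (edgeR, Benjamini-Hochberg adjusted p = 7.25e-24). IEC_13462, 9 amino acids at 17:40496466-40496492 on the minus strand in the 5'UTR of TNS4, had 79.9 ± 9.26 CPM (SD, n = 2) in HCEC-1CT and no count in Caco-2, and was at least 35.1-fold higher in HCEC-1CT (edgeR adjusted p = 1.25e-16).

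smORFs enriched in a single cell type were those called higher there than in each of the other three. There were 856 in HCEC-1CT, 1728 in Caco-2, 1318 in CCD-18Co and 1824 in PBMC. In simulated unchanged groups the number was 0 in every cell type. The simulation used the fitted spread and independent smORFs, so it checks the procedure and gives no error rate for these pools. Drawing every library down to 350474 counts moved the HCEC-1CT count most, to 355 of 11085 smORFs tested, and the count of DESeq2 was 405. With folds against the floor taken as bounds, all 3 differences were at least 2-fold for 629 of the smORFs in HCEC-1CT, 1170 in Caco-2, 1318 in CCD-18Co and 1558 in PBMC.

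The 2 smORFs named per cell type were ranked by fitted fold change and were at or under the floor in all other cell types, so only bounds of their folds can be given. Fitted folds over counts of 0 do not rank the bounds. IEC_23931 was also enriched in Caco-2, with bounds of at least 20.3-fold against every other cell type, and IEC_13462 in HCEC-1CT, with at least 7.97-fold, above the bounds of the smORFs ranked highest there. For each, the largest of its 3 edgeR adjusted p-values (Benjamini-Hochberg) is given. In HCEC-1CT, IEC_12564 (2:240740726-240740938, plus strand, intergenic, 71 amino acids) had 32.1 ± 1.07 CPM (SD, n = 2) and was at least 3.20-fold higher than in every other cell type (edgeR adjusted p = 2.26e-05). IEC_09692 (14:71908185-71908226, plus strand, exon of the long non-coding RNA ENSG00000266869, 14 amino acids) had 15.3 ± 5.26 CPM (SD, n = 2) and was at least 1.52-fold higher (edgeR adjusted p = 0.00202). In Caco-2, IEC_23293 (13:77975470-77975538, minus strand, 5'UTR of EDNRB and exon of a long non-coding RNA, 23 amino acids) had 38 ± 8.72 CPM (SD, n = 2) and was at least 3.79-fold higher (edgeR adjusted p = 4.32e-06). IEC_12616 (7:12931702-12931755, plus strand, annotated to a long non-coding RNA and in an intron of ENSG00000229618 in GENCODE, 18 amino acids) had 32.7 ± 13.1 CPM (SD, n = 2) and was at least 3.27-fold higher (edgeR adjusted p = 1.97e-05). Of its windows 76.4% occurred once in the genome, and it was not called by DESeq2 (adjusted p = 0.353, over a range of alternatives from 1.04e-06 to 0.353).

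In CCD-18Co both smORFs lay in the 3'UTR of IGFBP5 on the minus strand of chromosome 2. IEC_13218 (2:216673378-216673521, 48 amino acids) had 339.9 ± 39.2 CPM (SD, n = 2) and was at least 103-fold higher than in every other cell type (edgeR adjusted p = 5.95e-24). IEC_13222 (2:216676549-216676593, 15 amino acids) had 133.7 ± 23.6 CPM (SD, n = 2) and was at least 40.7-fold higher (edgeR adjusted p = 2.19e-15), and was not called by DESeq2 (adjusted p = 0.116, over a range of alternatives from 6.77e-28 to 0.116). In PBMC, IEC_13194 (5:100903098-100903241, minus strand, 5'UTR of ST8SIA4, 48 amino acids) had 142.9 ± 32 CPM (SD, n = 2) and was at least 14.3-fold higher (edgeR adjusted p = 2.27e-13). IEC_14757 (12:8066309-8066359, minus strand, 5'UTR of C3AR1, 17 amino acids) had 118.6 ± 9.53 CPM (SD, n = 2) and was at least 11.8-fold higher (edgeR adjusted p = 3.37e-12).

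The share of counts by annotation class was compared to ask whether the kinds of smORFs covered by ribosomes differ among the cell types. smORFs on non-coding RNAs held 26.8% ± 3.94 of the counts in HCEC-1CT, 27.6% ± 1.88 in Caco-2, 26.9% ± 1.32 in CCD-18Co and 12.9% ± 0.0696 in PBMC (SD, n = 2 each). 5'UTR smORFs held 71.9% ± 3.85, 70.1% ± 1.97, 70.3% ± 1.37 and 85.0% ± 0.159 in the same order, and 3'UTR smORFs held 0.878% ± 0.0215, 1.85% ± 0.0836, 2.48% ± 0.0195 and 1.79% ± 0.0876. No class passed an adjusted p of 0.05 in the exact permutation test over the 105 divisions. The exact p and its Benjamini-Hochberg adjusted value over the 6 classes were 0.133 and 0.16 for non-coding RNAs, 0.124 and 0.16 for 5'UTRs, and 0.0190 and 0.0571 for 3'UTRs. They were 0.00952 and 0.0571 for intergenic smORFs, where 0.00952 is the smallest p the permutations can give. Intergenic smORFs could therefore pass only if other classes also had small p-values. The values were 0.0571 and 0.114 for intragenic smORFs, and 0.190 and 0.190 for the other smORFs. Both PBMC pools lay below each of the 6 other libraries in the share of counts on non-coding RNAs.

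smORFs on structural RNAs moved the shares on non-coding RNAs and in 5'UTRs most. They held 21.6% ± 4.25 of the counts in HCEC-1CT, 19.1% ± 1.79 in Caco-2, 19.8% ± 1.66 in CCD-18Co and 7.97% ± 0.0785 in PBMC (SD, n = 2 each). Without them, smORFs on non-coding RNAs held 8.46% ± 0.00147 in HCEC-1CT, 12.2% ± 0.362 in Caco-2, 10.5% ± 0.217 in CCD-18Co and 6.97% ± 0.0373 in PBMC, and the exact permutation test gave a Benjamini-Hochberg adjusted p of 0.0143 for non-coding RNAs, 5'UTRs, 3'UTRs and intergenic smORFs. Without the 20 smORFs with the highest counts, the exact permutation test gave an adjusted p of 0.0190 for non-coding RNAs. As a share of the smORFs with at least 10 counts in place of a share of counts, non-coding RNAs made up 12.4% in PBMC (pools 11.8% and 12.9%) and 12.3% in CCD-18Co, against 16.8% in HCEC-1CT and 17.8% in Caco-2, so that PBMC no longer lay below CCD-18Co. A fixed limit of 10 counts depends on depth, and the median count was 2 and 4 in the CCD-18Co pools. Of the non-coding smORFs tested, 1621 of 3740 lay in the lowest quartile of mean count, against 2762 of 14950 in 5'UTRs. Low depth can therefore lower the CCD-18Co share, and this was not tested. The 3'UTR shares moved most as shares of smORFs, to 2.66% in HCEC-1CT, 4.54% in Caco-2, 3.77% in CCD-18Co and 3.19% in PBMC. With 1 smORF per overlap group, the non-coding share of counts was 36.0% in HCEC-1CT, 28.2% in Caco-2, 35.2% in CCD-18Co and 13.6% in PBMC.

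**Figure D3:**
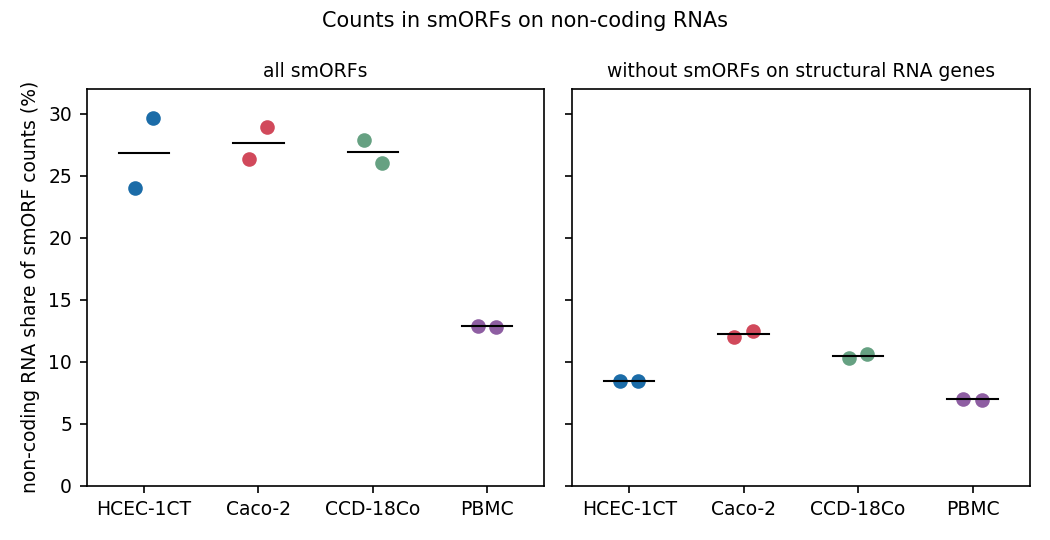
Share of smORF counts (%) on non-coding RNAs in each of the 8 libraries (points, 2 pools per cell type) with the mean of each cell type (lines), for all smORFs and without smORFs on structural RNA genes. Both PBMC pools lie below the 6 other libraries in both panels.

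Whether smORFs on non-coding RNAs are more often specific to a cell type was asked by comparing the share of tested smORFs enriched in any 1 cell type. It was 38.3% (1433 of 3740) for non-coding RNAs and 26.0% (3884 of 14950) for 5'UTRs, an odds ratio of 1.77 (Fisher's exact test, two-sided, p = 1.77e-48). The direction was not shared by all cell types. The share enriched was 8.16% for non-coding RNAs and 3.48% for 5'UTRs in HCEC-1CT, 17.1% and 6.46% in Caco-2, 6.82% and 6.28% in CCD-18Co, and 6.23% and 9.76% in PBMC, and these shares were not tested separately. smORFs are not independent replicates, and many overlap and share reads, so this p describes the list and not the cell types. With 1 smORF per overlap group the odds ratio was 1.97, and with the filter at 30 counts it was 1.995. Within quartiles of mean count it was 1.69, 1.60, 1.96 and 1.54, from the lowest to the highest quartile, and 1.70 when combined over them.

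The 20 smORFs that the text of the study names were compared among the cell types. They include IEC_15044, whose gene in the deposited table (UGDH) is not the gene the study's text gives for it (OAZ1). Of these, 18 passed the filter and 16 differed among the 4 cell types at an adjusted p below 0.05 over all smORFs tested in edgeR, and 16 did so adjusted over the list alone. The study called these smORFs in Ribo-Seq of the same cell types. It then picked them in several ways, among them RNA-seq of these cells, public biopsy data, mass spectrometry and conservation. Because the calls came from Ribo-Seq of these cell types, the count adjusted over the list alone is not independent evidence. Without TMM the count over all smORFs was 17, and with DESeq2 it was 14, or 15 adjusted over the list alone. Without the filter 19 were tested and 17 passed over all smORFs, with IEC_12864 added. The smORFs that did not pass were IEC_17915 in the 3'UTR of RAB1A, with 68.7% of its windows found once in the genome (edgeR adjusted p = 0.0940, range over the alternatives 0.0758 to 0.260) and IEC_08519 in the 5'UTR of CHCHD7 (edgeR adjusted p = 0.0636, 0.0175 without TMM, range over the alternatives 0.0175 to 0.242). IEC_14429, in the 3'UTR of SHISA5 with 84.6% of its windows found once, and IEC_23910 passed in edgeR but not in DESeq2 (adjusted p of 0.0576 and 0.0940, with ranges over the alternatives from 0.00126 to 0.0576 and from 0.00269 to 0.0940). IEC_23729 on LINC01484 lay outside the filter, with 0 counts in all 8 libraries. So did IEC_12864 on LINC00545 (13:30869083-30869205, plus strand), with 3 and 14 counts in the CCD-18Co pools and 0 elsewhere. Tested without the filter, IEC_12864 differed among the cell types (edgeR adjusted p = 2.57e-09).

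Several listed smORFs had most of their coverage in 1 or 2 cell types. The study reported RNA changes under stimulants for some of them, among them IEC_04292, IEC_05267 and IEC_20333. Since the stimulants differed by cell type, these values do not separate the 2. IEC_12988 (3:112640563-112640622, minus strand, 5'UTR of CCDC80) had 314 ± 94.9 CPM (SD, n = 2) in CCD-18Co, against 4.46 ± 0.940 in HCEC-1CT and 5.04 ± 0.688 in Caco-2, log2 fold changes of 6.12 and 5.93. It lay 95.6-fold above the PBMC floor, an approximate bound since 1 and 2 counts were recorded in the PBMC pools. IEC_05267 (6:32845552-32845740, plus strand, on the long non-coding RNA PSMB8-AS1) had 217.6 ± 30.2 CPM (SD, n = 2) in PBMC, against 26.1 ± 3.83 in HCEC-1CT, 8.38 ± 2.20 in Caco-2 and 15.4 ± 2.81 in CCD-18Co, log2 fold changes of 3.06, 4.65 and 3.78, and overlapped another listed smORF. IEC_04292 (5:132410912-132419917, plus strand, on IRF1-AS1, with same-strand overlap) had 108.7 ± 10.6 CPM (SD, n = 2) in PBMC and 71.5 ± 12.3 in CCD-18Co, which did not differ (log2 fold change 0.62, SE 0.34, edgeR adjusted p = 0.141), against 8.92 ± 2.78 in HCEC-1CT and 12.0 ± 9.52 in Caco-2. IEC_20333 (8:125946171-125951009, minus strand, on LINC00861, with same-strand overlap) had counts in PBMC alone, at 32.2 ± 3.71 CPM (SD, n = 2), at least 3.21-fold higher than in the other cell types. IEC_15044 (4:39527318-39527500, minus strand, 5'UTR of UGDH, with same-strand overlap) was enriched in HCEC-1CT with 554.6 ± 12.6 CPM (SD, n = 2), against 247 ± 2.02 in Caco-2, 209 ± 35.6 in CCD-18Co and 133 ± 5.34 in PBMC. IEC_23910 (9:120793091-120793252, minus strand, 5'UTR of FBXW2, with same-strand overlap) was covered in all 4 cell types. It had 80.8 ± 3.78 CPM in HCEC-1CT, 93.4 ± 4.05 in Caco-2, 50.5 ± 5.24 in CCD-18Co and 61.8 ± 0.594 in PBMC (SD, n = 2 each).

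**Figure D4:**
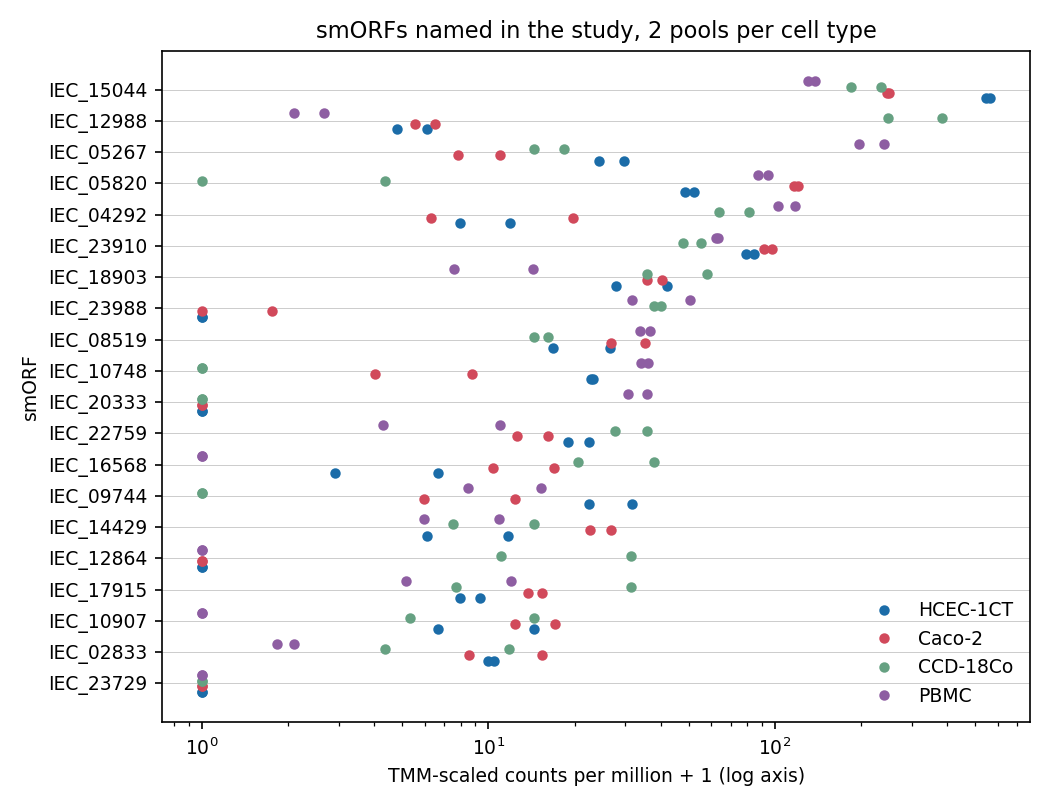
TMM-scaled CPM + 1 (log axis) of the 20 smORFs named in the study in each of the 8 libraries (points, coloured by cell type). IEC_12988 is highest in CCD-18Co and IEC_05267 in PBMC, and IEC_23729 has no counts in any library.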

Values the study reported

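The study reported 24,199 smORFs, of which about 70% were in 5'UTRs, about 22% on non-coding RNAs and about 7% in 3'UTRs, with a median length of 31 codons. At a count threshold of 10, it reported 17,679 smORFs in more than one cell type, about 70% of the list. At its relaxed count threshold, it reported 20,808 smORFs (about 86%) in more than one cell type and 3492 (about 14%) in only a single cell type.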

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

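The odds ratio of non-coding RNAs against 5'UTRs stayed above 1 under the 5 alternatives run for it, and other normalizations, DESeq2 and glmTreat were not run for it. Of the smORFs named for their change, IEC_12616 and IEC_13222 lost their call in DESeq2. Their direction could not change, since the cell types compared had no counts. The balance of higher and lower smORFs reversed under some alternatives in every pair except Caco-2 against HCEC-1CT, with the values given above. The order of the cell types in the class shares changed too. PBMC was not lowest on non-coding RNAs as a share of smORFs, HCEC-1CT rather than Caco-2 was highest with 1 smORF per overlap group, and Caco-2 rather than CCD-18Co had the highest 3'UTR share as a share of smORFs. Shares of smORFs also depend on library depth, as given above. A count of smORFs is treated here as changed when it moved by over 1.5 times. The alternatives added after seeing the data were those without smORFs on structural RNA genes, with trends of GC content and length removed, with every library drawn down to the smallest total, and with detection above a summed count of 10.

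The counts of called smORFs stayed within 1.5 times of their values with size factors by relative log expression, without TMM, without the filter, at an adjusted p below 0.05 alone, without smORFs on structural RNA genes, and with trends of GC content and length removed. DESeq2 gave 405 smORFs enriched in HCEC-1CT and 1022 in Caco-2, and the cause was not tested. In every pair DESeq2 also called fewer smORFs than edgeR, though within 1.5 times. The counts were 4739 between Caco-2 and HCEC-1CT, 5257 between CCD-18Co and HCEC-1CT and 6409 between PBMC and HCEC-1CT. They were 6003 between CCD-18Co and Caco-2, 7299 between PBMC and Caco-2, 5645 between PBMC and CCD-18Co, and 12632 among the 4 cell types. A filter at 30 counts leaves fewer smORFs to test. It gave 4375 smORFs between Caco-2 and HCEC-1CT, 5170 between PBMC and HCEC-1CT, 5237 between CCD-18Co and Caco-2, 5746 between PBMC and Caco-2, 9823 among the 4 cell types, and 513, 1041 and 1182 enriched in HCEC-1CT, Caco-2 and PBMC. The test against a log2 fold change of 1 (glmTreat) is stricter by construction. It gave 3940 smORFs between Caco-2 and HCEC-1CT, 4529 between CCD-18Co and HCEC-1CT, 5552 between PBMC and HCEC-1CT and 4837 between PBMC and CCD-18Co, with 366, 1099 and 860 enriched in HCEC-1CT, Caco-2 and CCD-18Co.

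Keeping 1 smORF per overlap group left 11522 of 24199 smORFs, with 8961 tested, so lower counts come in part from fewer smORFs tested. It gave 3244 smORFs between Caco-2 and HCEC-1CT, 3327 between CCD-18Co and HCEC-1CT, 3976 between PBMC and HCEC-1CT, 3729 between CCD-18Co and Caco-2, 4371 between PBMC and Caco-2, 3476 between PBMC and CCD-18Co and 7170 among the 4 cell types. It gave 440, 803, 665 and 942 enriched in HCEC-1CT, Caco-2, CCD-18Co and PBMC, and 7948 and 2681 detected in more than 1 cell type and in exactly 1. With every library drawn down to 350474 counts, 11085 smORFs were tested, and the numbers for the same pairs in the same order were 2921, 4303, 4118, 4693, 4590 and 4762, with 8155 among the 4 cell types and 355, 748 and 1074 enriched in HCEC-1CT, Caco-2 and PBMC. As shares of the smORFs tested, these were 26.4%, 38.8%, 37.1%, 42.3%, 41.4% and 43.0%, against 35.7%, 36.1%, 42.5%, 40.7%, 47.2% and 37.1% at full depth, so the lower counts come in part from fewer smORFs tested. At a summed count of at least 2, 2013 smORFs were detected in exactly 1 cell type, since a lower limit places more smORFs in several types. With detection above a summed count of 10, 17755 smORFs were detected in more than 1 cell type and 4773 in exactly 1.

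The correlation of the pools moved with the pseudocount of 0.1, to 0.931 in HCEC-1CT, 0.910 in Caco-2, 0.794 in CCD-18Co and 0.898 in PBMC. On smORFs that passed the filter it was 0.956, 0.951 and 0.851 in HCEC-1CT, Caco-2 and CCD-18Co. The cause of these shifts was not tested.

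The exact permutation tests of shares by annotation class passed the adjusted p of 0.05 under 3 alternatives. For intergenic smORFs the exact p was 0.00952, the smallest possible, in the main test and in all 3 alternatives. Their adjusted p therefore fell only through smaller p-values of other classes. For the other classes the cause was not tested. Without the 20 smORFs with the highest counts the adjusted p was 0.0286 for 5'UTRs, 0.0190 for non-coding RNAs, 3'UTRs and intergenic smORFs, and 0.0343 for intragenic smORFs. As shares of the smORFs with at least 10 counts, which depend on library depth, it was 0.0381 for 5'UTRs, non-coding RNAs, intragenic and other smORFs, and 0.0286 for 3'UTRs and intergenic smORFs. Without smORFs on structural RNA genes it was 0.0143 for 5'UTRs, non-coding RNAs, 3'UTRs and intergenic smORFs. Among the class shares of single cell types, 45 shares moved by more than the SD of the pools. Among the named smORFs tested in the main fit, 4 lost their call and 1 gained it, as named above. IEC_12864 passed without the filter but had no main test to compare with.

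The pool numbers did not pair the libraries. Across smORFs, the differences between pools 1 and 2 had correlations between 0.00726 and 0.0565 over the 6 pairs of cell types. With the pool number as a replicate block, 736, 1507, 1268 and 1731 smORFs were enriched in HCEC-1CT, Caco-2, CCD-18Co and PBMC, the odds ratio of non-coding RNAs against 5'UTRs was 1.52, and 16 smORFs named in the study differed. The pairwise counts moved too, but stayed within 1.5 times of their values. Between Caco-2 and HCEC-1CT 6577 smORFs were called, 6533 of them shared with the main fit. PBMC against HCEC-1CT had 3990 higher and 3976 lower, so its larger side reversed. No named smORF tested gained or lost its call.

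Leaving out each library in turn gave 16883 to 17963 smORFs detected in more than 1 cell type and 4712 to 5290 in exactly 1, across 8 settings. For pairwise counts, only libraries outside the pair were left out, since 1 library leaves no replicate. Across 4 fits each, the counts ran from 6897 to 7392 between Caco-2 and HCEC-1CT, 6789 to 6820 between CCD-18Co and HCEC-1CT, 7993 to 8714 between PBMC and HCEC-1CT, 7695 to 7943 between CCD-18Co and Caco-2, 9210 to 9607 between PBMC and Caco-2, and 6978 to 7210 between PBMC and CCD-18Co. With 1 library of the pair left out, no call was made. Between 98.95% and 100% of the called smORFs then kept their direction, and between 92.4% and 98.05% kept a log2 fold change of at least 1, both lowest for CCD-18Co against HCEC-1CT without pool 2 of CCD-18Co. Tests among all 4 cell types and enriched smORFs were not refitted without a library, since a cell type would be left with 1 pool. Library sizes from totals of all reads were not run, since the count table carries no such totals.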

Other observations

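The tests of snRNA fragments, of structural RNAs in PBMC and of smORF length, and the share of snRNA counts on unique sequence, were chosen only after the result was seen.

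At a summed count of at least 2, 2013 smORFs were detected in exactly 1 cell type. That is lower than the value quoted from the study above. The study set its threshold per cell line, but how the pools were combined for it is not known here, and the numbers quoted at that threshold add up to more than its list, so the gap has no clear reading.

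A total of 176 smORFs had 0 counts in all 8 libraries although they are on the list of called smORFs. Reads that map to several places and were left out could leave such smORFs empty, but their median share of windows found once in the genome was 100%, against 100% for smORFs with counts, which argues against this for most of them. Short smORFs missed by the counting are also argued against, since 36.9% of the smORFs at 0 reached the median length of the others, where 50.6% of those did, and the longest had 144 amino acids, although the median was lower at 23.5 against 31. Calls made on other runs could not be decided. The most scores listed for 1 ORF identifier was 10, more than the 8 libraries, but merged runs of the same libraries would give this too, and smORFs at 0 had at most 6. No biological explanation was tested.

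Fewer smORFs were detected in CCD-18Co than in the other cell types, and its libraries were the smallest. With every cell type drawn down to the CCD-18Co total, the cell type with the fewest smORFs other than CCD-18Co still had 12451, against 10809 in CCD-18Co, so depth as the whole cause is argued against. The gap shrank strongly from the 16100 of PBMC at full depth, so depth may account for most of it. What remains at equal depth, including a difference between fibroblasts and the other cell types, was left open.

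Caco-2 and HCEC-1CT, both epithelial, differed at nearly as many smORFs as CCD-18Co and HCEC-1CT (7078 and 7146). Lower depth of the CCD-18Co libraries is a candidate explanation. With every library at the same total, 2921 smORFs were called between Caco-2 and HCEC-1CT, the fewest of the 6 pairs, and 4303 between CCD-18Co and HCEC-1CT. That is in line with differences lost in CCD-18Co at low counts. At equal depth the pair with the fibroblasts thus had more differences than the epithelial pair, for which a biological difference was not tested.

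Between 35.7% and 47.2% of the smORFs tested differed in each pair of cell types. Trends with GC content or length between libraries as the whole cause are argued against, since between 87.1% and 96.3% of the calls of a pair were made again with these trends removed. The rank correlation of the log2 fold change with GC content lay between -0.13 and 0.07. Differences in translation and in transcript abundance among the cell types were not separated, since RNA-seq was not analysed here.

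smORFs on segments of T-cell receptor or immunoglobulin genes were tested as a check of the cell type labels. Their counts were 37 in HCEC-1CT, 13 in Caco-2, 22 in CCD-18Co and 1926 in PBMC. Of 25 listed, 20 were tested, and 100% of these were enriched in PBMC. Random sets of smORFs of the same mean count had a median of 15% and at most 45%, and 0 of 10000 sets were as high, so chance is argued against. The smORFs are not independent, and the values are in line with blood cells in the libraries labelled PBMC and with few in the others.

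snRNA genes held the smORFs with the highest counts. Summed over the 8 libraries, IEC_16524 (RNU5F-1, 1:44721787-44721822, minus strand) had 428854 counts, 4.80% of all counts. IEC_16537 and IEC_16538 on RNU5E-4P followed with 152828 and 150669. The abundance of IEC_16524 was 102850 ± 17368 CPM in HCEC-1CT and 76740 ± 14941 in CCD-18Co. It was 9617 ± 2906 CPM in Caco-2 and 9171 ± 1155 in PBMC (SD, n = 2 each). The 94 snRNA smORFs held 18.3% ± 4.49 of the counts in HCEC-1CT, 12.2% ± 1.49 in Caco-2, 14.6% ± 1.81 in CCD-18Co and 3.48% ± 0.0691 in PBMC (SD, n = 2 each). Sequence shared with copies elsewhere in the genome remained open. The median share of windows found once was 100%, the same as in other smORFs, but this says little about the smORFs that carry the counts. IEC_16524 was at 100%, whereas IEC_16537, IEC_16538 and IEC_16531 (RNU5A-8P) were at 87.0%, 51.9% and 52.7%. Of the snRNA counts 49.2% fell on smORFs found once over their whole length, against 89.9% of the other counts, and near-identical copies were not examined. Fragments of structural RNA that pass size selection in an amount set by library preparation remained open. The median absolute log2 ratio between pools was 0.521 over the 81 snRNA smORFs tested, above the 95th percentile of 0.504 in sets of the same mean count, and 266 of 10000 sets were as high. That is consistent with preparation adding to these counts, but a difference of this size does not exclude a biological one between cell types.

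The share of counts on non-coding RNAs was lower in both PBMC pools than in the 6 other libraries. Structural RNA genes as the whole cause are argued against, since without their smORFs the highest PBMC value was 6.997%, below the lowest other value of 8.46%. They may account for much of the gap. Low depth is argued against as well, since CCD-18Co, with the smallest libraries, had 26.9% at full depth. A biological difference of PBMC and differences in RNA preparation between cell types remained open.

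The study names IEC_15044 in its text as a smORF on OAZ1, but gives the coordinates on OAZ1 elsewhere with IEC_10544, as the deposited table does. In the deposited table IEC_15044 lies in the 5'UTR of UGDH and had 2963 counts over the 8 libraries, while IEC_10544 lies in the 5'UTR of OAZ1 (19:2270380-2270427, plus strand) and had 37. Values are given under the identifiers of the deposited table.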
